A study of Homo sapiens with 12 samples.

How the data were processed

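Total RNA of LNCaP cells was read by capture sequencing with the TruSeq RNA Exome kit, which enriches coding exons with hybridisation probes, per the labels' protocols. Cells were treated 42 h after siRNA transfection and RNA was taken 48 h later. The 12 libraries fall into 4 groups of 3 by siRNA (CIT or non-targeting) and treatment (vehicle or 0.1 nM R1881), as the labels give them, and each column of the table was tied to its library by name.

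The deposited values were whole-number counts per gene in 1 table of 58037 rows, each with an Ensembl gene identifier and a symbol, as the authors deposited them, with no normalization. The submitters' processing notes name CASAVA 1.8.2, TopHat2 2.0.13, Picard 1.97 and HTSeq 0.6.1 with the GRCh38 build, without their roles. The annotation release and the strand setting of the counting are not given in the sources used here, so antisense or overlapping genes could not be told apart. Coordinates come from the GENCODE 29 annotation of GRCh38, matched by gene identifier. Capture probes and counting both decide which transcripts are seen, so counts of different genes are not compared with each other as expression levels. The exception is COX6A1 and its pseudogene copies, whose counts are compared only to ask how many reads could have been assigned wrongly.

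Genes were filtered with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 15438 genes with at least 99.9% of the counts in each library, scaled by TMM factors and fitted with the quasi-likelihood model (glmQLFit and glmQLFTest) on all 12 libraries with 1 mean per group and no covariate. The common dispersion was 0.00139, a coefficient of variation between replicates of 3.73%. Of the 7 contrasts, 4 compare a pair of groups, 1 is the difference of the R1881 effects and 2 are averages. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. Standard errors are the absolute log2 fold change over the square root of the F statistic, and levels are TMM-scaled CPM. Unless another test is named, p-values of genes are edgeR's adjusted values.

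The gene lists reported were androgen-induced and androgen-repressed genes, G1/S and DNA replication, G2/M and mitosis, cytokinesis and midbody, CDK inhibitors and the SKP2 axis, p53 targets, SRF and actin cytoskeleton, the BCL2 family and caspases, interferon-stimulated genes, the unfolded protein and integrated stress response, cholesterol and fatty acid synthesis and mitochondrially encoded genes, with luminal, basal, neuroendocrine, fibroblast and leukocyte markers. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast; a list with 1 measured member was not tested. The size of the androgen response was tested with fry on genes called for the averaged R1881 effect, a contrast orthogonal to the difference tested.

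The lists, the tests, the design, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text may name CIT, KLK3, TMPRSS2, FKBP5, E2F1, E2F2, SKP2, CDKN1B, CDKN1A, MKI67, KIF14 and KIF23 in each contrast. For a pair of groups it adds the 8 largest rises and 8 largest falls with a mean of at least 5 CPM, no overlap between the groups and a plain symbol (5 each way, without the overlap condition, for the other contrasts), and from each list up to 4 called members with the smallest p, or 2 where none was called. Levels and folds of these genes in other contrasts, and list members that moved against the rest of their list, were named after their values were seen. So were LINC01297 and CTD-2314B22.1, whose symbols did not count as plain. Of the 19 lists 1, and some genes the rule picks, are not reported here.

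Replicates were compared by a chi-square test over genes with a mean count of at least 10. Every pair differed by more than counting noise (chi-square per degree of freedom 1.22 to 2.63, largest p = 7.1e-67). Separate preparations of the same RNA would differ in this way too, so counting each library as a replicate rests on the labels alone.

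The tests of single genes were tried on simulated counts for the 15438 genes with 200 changed genes per effect. The list, response-size and word tests had separate simulations. A change of 1.5-fold was recovered for 90% of changed genes for R1881 in control siRNA cells, 80% for CIT siRNA in vehicle, 87% for CIT siRNA in R1881 and 70% for the difference of R1881 effects. Changes of 1.2-fold were recovered for 58%, 48%, 50% and 32%, so small changes can be missed at this depth with this number of changed genes. Unchanged genes made up 9.95%, 6.32%, 6.69% and 3.9% of the simulated calls, in the same order, against the 5% aimed at.

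Alternatives fixed in advance were DESeq2 size factors and upper-quartile factors in edgeR, the DESeq2 1.42.0 Wald test, limma-voom, no filter, a filter of 1 CPM in 6 libraries, the replicate number as a block, each library left out, a fit on the 2 groups compared and glmTreat against 1.5-fold. For lists they were an estimated correlation, fry, a prior count of 0.5, DESeq2 size factors, no filter and the block. After seeing the data, 2 were added: leaving out 1527 rows of ribosomal RNA, 7SL and 7SK, and removing GC content and length trends per library (lowess, span 0.3).

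For siRNA seed matches, words of 7 bases in 3' UTRs of at least 50 bases (the longest annotated per gene) were scored by the t statistic of the log2 fold change between genes with and without the word. UTR length, base content and expression were removed first, values beyond the outer 0.5% were clipped, words in fewer than 50 genes were left out and 100 permutations gave the range without an effect. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used.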

Results

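RNA was measured by sequencing in LNCaP cells, an established human prostate cancer line that responds to androgen. The cells had been transfected with a pool of small interfering RNAs (siRNAs) against CIT, the gene of citron kinase, or with a non-targeting control pool. Each was then given vehicle (ethanol) or 0.1 nM R1881, a synthetic androgen. The 4 groups held 3 libraries each, labelled as biological replicates. If the labels hold, the p-values measure the spread between these cultures. The title of the series concerns the part citron kinase plays in prostate cancer growth, and the design asks what CIT siRNA does with and without androgen.

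The 12 libraries held 17846247 to 24514495 counts. Mitochondrial ribosomal RNA took 41.9% ± 0.14 of the counts with control siRNA and vehicle (SD, n = 3) and 36.4% ± 1.46 with control siRNA and R1881. It took 43.6% ± 0.525 with CIT siRNA and vehicle and 40.8% ± 0.13 with CIT siRNA and R1881. In each of the 4 comparisons the shares of the 2 groups did not overlap (exact permutation test, two-sided p = 0.1 for each, the smallest p that 3 against 3 libraries can give). Whether these shares, here and below, follow the cells or the capture of coding exons was not tested. Without ribosomal RNA, 7SL and 7SK, 10195960 to 14491943 counts remained per library. The first principal component held 61.4% of the variance and the second 17.0%, and the 12 libraries lay in 4 separate groups. After filtering, 15438 genes were tested. Gene levels are given as CPM, counts scaled by the size of each library.

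**Figure D1:**
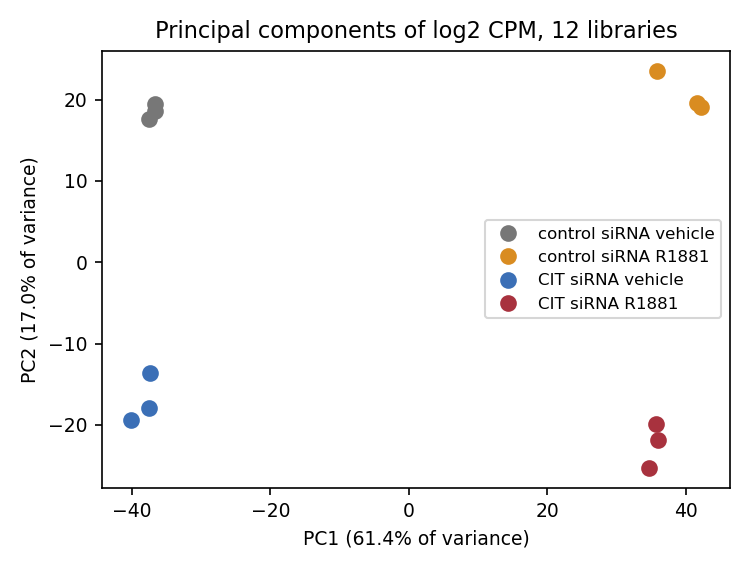
Principal components of log2 CPM, 1 point per library, coloured by group. The horizontal axis holds 61.4% of the variance and the vertical axis 17.0%, and the 4 groups lie apart. Control siRNA R1881 replicate 3 lies at 35.87 on the horizontal axis, against 41.64 and 42.2 for the other libraries of its group.

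CIT, which encodes a kinase of the midbody needed for the last step of cell division, was lower in each CIT siRNA library than in each control siRNA library. CIT (ENSG00000122966.14; GRCh38 chromosome 12, 119685790 to 119877291, minus strand) stood at 19.7 ± 2.29 CPM (mean ± SD, n = 3) with control siRNA and vehicle and at 34.4 ± 1.17 CPM with control siRNA and R1881. After CIT siRNA it stood at 5.004 ± 0.359 CPM in vehicle and 6.14 ± 0.295 CPM in R1881. On the log2 scale CIT fell by 1.974 ± 0.091 (SE) in vehicle (edgeR adjusted p = 1.55e-16) and fell by 2.48 ± 0.082 in R1881 (adjusted p = 5.57e-20). R1881 raised CIT by 0.80 ± 0.065 in control siRNA cells (adjusted p = 5.15e-12). In CIT siRNA cells the R1881 effect on CIT was 0.30 ± 0.12 (adjusted p = 0.0317). This call ended with upper-quartile scaling (0.25) and without CIT siRNA vehicle replicate 3 (0.25), CIT siRNA R1881 replicate 1 (0.30) or CIT siRNA R1881 replicate 2 (0.28).

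**Figure D2:**
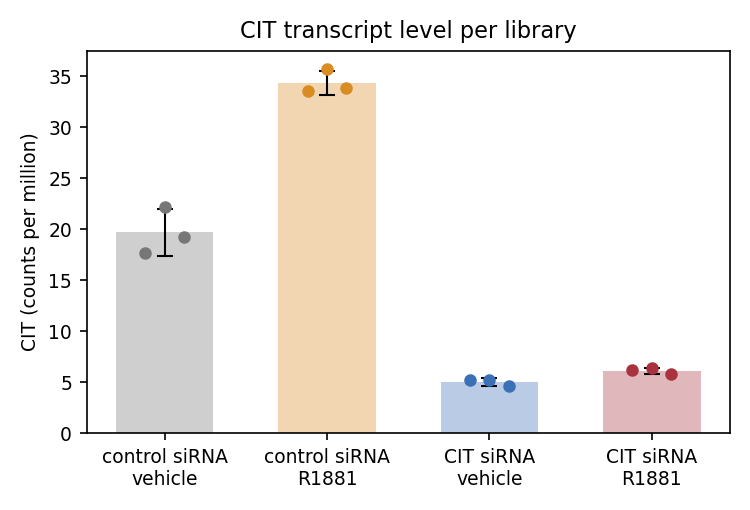
CIT level in CPM by group; bars are means, error bars are SD and points are single libraries (n = 3). The means are 19.7 and 34.4 with control siRNA (vehicle and R1881) and 5.004 and 6.14 with CIT siRNA.

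With control siRNA, R1881 raised KLK2, KLK3 and KLK4, which encode secreted kallikreins of the prostate, and genes of lipid synthesis, and lowered androgen-repressed genes. G1/S and G2/M genes also rose one by one, but as lists they had an adjusted p = 0.0537 and 0.0968 with an estimated correlation. KLK3, which encodes prostate-specific antigen (ENSG00000142515.14; chromosome 19, 50854915 to 50860764), rose from 95.9 ± 6.66 to 1929 ± 145 CPM (SD, n = 3). TMPRSS2, a membrane serine protease (ENSG00000184012.11; chromosome 21, 41464551 to 41531116), rose from 95.7 ± 1.57 to 539 ± 53.3 CPM. FKBP5, a co-chaperone of steroid receptors (ENSG00000096060.14; chromosome 6, 35573585 to 35728583), rose from 17.4 ± 0.479 to 132 ± 23.1 CPM.

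In all, 8944 of the 15438 genes changed (edgeR), 4739 rising and 4205 falling. Of these, 502 rose and 840 fell by more than 2-fold, and the median size of a called change was 0.43 on the log2 scale. Here and for the other pairs of groups, the largest changes are those among genes with a plain symbol, a mean of at least 5 CPM and no overlap between the groups. The largest rises were those of CCDC141 (6.52 ± 0.25 on the log2 scale, SE), PGC (6.42 ± 0.23), which encodes the digestive enzyme precursor progastricsin, and KLK2 (5.60 ± 0.068). CCDC141 and PGC had 1 to 4 counts per library in the control siRNA vehicle group, so their folds rest on few counts. The largest falls were those of ABCB11 (-5.64 ± 0.25), a bile salt exporter with 2 to 6 counts per library after R1881, UGT2B17 (-4.65 ± 0.084) and UGT2B15 (-4.25 ± 0.065), which glucuronidate androgens, and OPRK1 (-4.27 ± 0.083), an opioid receptor. KLK2 with KLK3, and UGT2B15 with UGT2B17, are close copies whose reads the counting could have split wrongly. The same holds for TUBA3D, TRIM49D1 and TRGC1, which also stood among the 8 largest rises.

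Of the 32 androgen-induced genes, 31 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 6.24e-28). The gene that fell, named after its value was seen, was STEAP2 (-0.73), a metalloreductase. All 10 androgen-repressed genes fell, also over the list alone (adjusted p = 6.1e-14). Of 25 genes of cholesterol and fatty acid synthesis, 23 rose and 0 fell, or 24 adjusted over the list alone (adjusted p = 8.21e-16). Among them were ELOVL5 (1.66), which lengthens polyunsaturated fatty acids and INSIG1 (1.40), a sterol sensor. All 28 G1/S and DNA replication genes rose, also over the list alone (camera adjusted p = 1.18e-13; adjusted p = 0.0537 with an estimated correlation), among them the ribonucleotide reductase subunit RRM2 (0.85) and the replicative helicase subunits MCM5 (0.73) and MCM7 (0.74). All 26 G2/M and mitotic genes rose, also over the list alone (camera adjusted p = 5.65e-15; adjusted p = 0.0968 with an estimated correlation), such as the mitotic kinases AURKA (0.89) and CDK1 (0.74) and the proliferation marker MKI67 (1.05 ± 0.054, edgeR adjusted p = 1.33e-16).

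Of 24 cytokinesis and midbody genes, 16 rose and 5 fell, also over the list alone (camera adjusted p = 6.44e-04; adjusted p = 0.199 with an estimated correlation). The kinesin KIF20A (1.17) and the scaffold ANLN (0.94) rose, and the non-muscle myosin MYH10 (-0.64) fell. Of 16 genes of the unfolded protein and integrated stress response, 12 rose and 2 fell, also over the list alone (camera adjusted p = 0.00528; adjusted p = 0.0968 with an estimated correlation). Of 4 measured neuroendocrine markers, 3 fell and 0 rose, also over the list alone (camera adjusted p = 0.0357; adjusted p = 0.185 with an estimated correlation), namely SYT4 (-0.57), ENO2 (-0.98) and TUBB3 (-1.01). The other lists did not pass camera. These were the p53 target genes (5 rose and 11 fell, or 7 and 11 over the list alone, adjusted p = 0.116) and CDK inhibitors and the SKP2 axis (10 rose, 5 fell, 0.0839). Among them too were SRF and actin-cytoskeleton genes (8 rose, 5 fell, 0.521; mean below 0, median and test above). Another was the BCL2 family with caspases (6 rose, 8 fell, 0.614; median above 0, mean and test below). Interferon-stimulated genes (4 rose, 4 fell, or 3 and 4 over the list alone, 0.636; mean above 0, median and test below) did not pass. Nor did luminal prostate markers (3 rose, 5 fell, or 4 and 5 over the list alone, 0.373; mean above 0, median and test below) or basal epithelial markers (2 of 4 rose, 2 fell, 0.616). Fibroblast markers (0 of 5 rose, 3 fell, 0.0922) did not pass either, nor did mitochondrially encoded genes (7 of 13 rose, 0 fell, 0.116). Of the leukocyte markers only LCP1 was measured, an actin-bundling protein also found in epithelial tumour lines, and it rose (0.70).

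CDKN1A, which encodes the cell cycle inhibitor p21 (ENSG00000124762.13; chromosome 6, 36676460 to 36687339), fell after R1881 in control siRNA cells (-0.38 ± 0.04, edgeR adjusted p = 1.78e-09), as did the inhibitor CDKN1B (-0.21 ± 0.046, adjusted p = 2.04e-04). The cell cycle transcription factors E2F1 (0.91 ± 0.053) and E2F2 (0.92 ± 0.098), the ubiquitin ligase subunit SKP2 (0.50 ± 0.047) and the mitotic kinesins KIF14 (0.70) and KIF23 (0.74) rose.

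**Figure D3:**
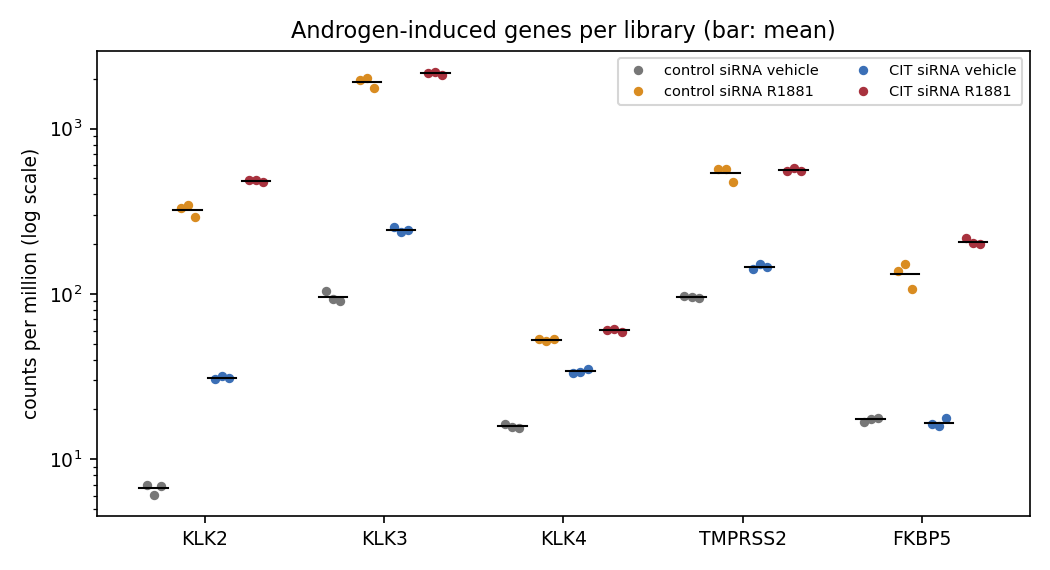
KLK2, KLK3, KLK4, TMPRSS2 and FKBP5 in CPM on a log axis; points are single libraries by group and lines are means (n = 3). KLK3 averages 95.9 with control siRNA and vehicle, 245 with CIT siRNA and vehicle, and 1929 and 2166 with R1881.

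After CIT siRNA, R1881 again raised KLK2, KLK3, KLK4 and lipid synthesis genes and lowered androgen-repressed genes. KLK3 rose from 245 ± 8.01 to 2166 ± 41.4 CPM (SD, n = 3), TMPRSS2 from 146 ± 4.8 to 563 ± 12.9 CPM and FKBP5 from 16.6 ± 0.944 to 206 ± 9.42 CPM. In edgeR 8440 genes changed, 4302 rising and 4138 falling, with 498 rises and 732 falls of more than 2-fold. CCDC141 (7.09 ± 0.19), PGC (6.45), TUBA3D (5.95) and HPGD (5.32), a prostaglandin-degrading dehydrogenase, rose most, and UGT2B17 (-4.81), UGT2B15 (-4.48), the matrix protein gene MATN2 (-4.08) and TLL1 (-3.78) fell most. Per CIT siRNA vehicle library CCDC141 had 2 to 8 counts, PGC 4 to 8, TUBA3D 2 to 8 and HPGD 5 to 16. The folds of these rises thus rest on few counts. E2F1 (0.77), E2F2 (0.47), SKP2 (0.28) and MKI67 (0.53 ± 0.061, adjusted p = 1.28e-08) rose and CDKN1A (-0.36) fell.

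Of the 32 androgen-induced genes 31 rose and 1 fell (camera adjusted p = 2.9e-31), and all 10 androgen-repressed genes fell (adjusted p = 3.04e-14), both with the same counts over the list alone. In the lipid synthesis list 24 of 25 rose and 0 fell, also over the list alone (adjusted p = 2.56e-18). In the stress response list 14 of 16 rose and 1 fell, also over the list alone (adjusted p = 4.03e-06), among them the endoplasmic reticulum chaperones HSP90B1 (0.57), HSPA5 (0.49) and PDIA4 (0.75). The G1/S list (25 of 28 rose, 0 fell; camera adjusted p = 2.13e-10; adjusted p = 0.0846 with an estimated correlation) and the G2/M list (26 of 26 rose; camera adjusted p = 9.9e-11; adjusted p = 0.143 with an estimated correlation) kept these counts over the list alone. So did the cytokinesis list, where 15 of 24 rose and 2 fell (camera adjusted p = 0.00432; adjusted p = 0.306 with an estimated correlation). Of 23 p53 target genes 4 rose and 14 fell, or 15 over the list alone (camera adjusted p = 0.0086; adjusted p = 0.143 with an estimated correlation). Of 5 fibroblast markers, 1 rose and 4 fell, also over the list alone (camera adjusted p = 0.0315; adjusted p = 0.125 with an estimated correlation). The collagens COL3A1 (-2.29) and COL1A1 (-1.05) and FN1 (-1.31), which encodes fibronectin, were among those that fell and VIM (0.59), which encodes vimentin, rose. Of 13 mitochondrially encoded genes 9 rose and 0 fell, or 10 over the list alone (camera adjusted p = 0.0163; adjusted p = 0.401 with an estimated correlation), and the share of mitochondrial ribosomal RNA differed by -2.74 percentage points. Lists that did not pass were SRF and actin genes (10 rose, 3 fell, 0.0653) and the SKP2 axis (7 rose, 3 fell, or 8 and 3 over the list alone, 0.151). Also not passing were the BCL2 family (4 rose, 3 fell, 0.767) and interferon-stimulated genes (4 rose, 5 fell, 0.929; median above 0, mean and test below). Nor did neuroendocrine (1 rose, 1 fell, 0.903; median and mean above 0, test downward), luminal (4 rose, 4 fell, or 5 and 4 over the list alone, 0.929) or basal markers (2 rose, 0 fell, 0.328) pass, and LCP1 rose.

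The 2 androgen responses were alike in direction for most genes called in both. In the 2 siRNA arms, which share no library, 3489 genes rose in both and 3101 fell in both, against 1321 and 1127 for independent lists, and 34 and 61 changed in opposite directions. Across all genes tested, which are not independent replicates, the 2 sets of log2 fold changes had Pearson's r = 0.869 and Spearman's coefficient = 0.788.

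In vehicle, CIT siRNA lowered genes of DNA replication, mitosis and cytokinesis and raised p53 target genes and the kallikrein genes KLK2, KLK3 and KLK4. MKI67 (ENSG00000148773.13; chromosome 10, 128096659 to 128126385) fell from 55.4 ± 2.56 to 37.3 ± 3.76 CPM (SD, n = 3) and CDKN1A rose from 105 ± 1.17 to 202 ± 7.53 CPM. KLK2 (ENSG00000167751.12; chromosome 19, 50861568 to 50880567) rose from 6.66 ± 0.493 to 31.1 ± 0.695 CPM without added androgen. KLK3 rose from 95.9 ± 6.66 to 245 ± 8.01 CPM and KLK4 (ENSG00000167749.11; chromosome 19, 50906352 to 50910738) from 15.8 ± 0.487 to 33.9 ± 1.04 CPM. COX6A1, a nuclear-encoded subunit of respiratory complex IV (ENSG00000111775.2; chromosome 12, 120438090 to 120440742), fell from 130 ± 6.9 to 31.5 ± 2.94 CPM. MAP1B, a microtubule-binding protein (ENSG00000131711.14; chromosome 5, 72107234 to 72209570), fell from 378 ± 19.1 to 103 ± 4.88 CPM.

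In vehicle 5414 genes changed after CIT siRNA (edgeR), 2750 rising and 2664 falling, with 161 rises and 115 falls of more than 2-fold and a median size of 0.30 on the log2 scale. With ribosomal RNA, 7SL and 7SK left out, a setting chosen after seeing the data, the split was 2305 rising and 3129 falling. By the same limits the largest rises were those of THBS1 (2.39 ± 0.13, SE), which encodes the matrix protein thrombospondin 1, TRGC1 (2.38), KLK2 (2.22 ± 0.08), ABCB11 (2.17 ± 0.086) and ACTA2 (1.93 ± 0.22), which encodes smooth muscle actin. The limit on symbols left out LINC01297 (0.273 to 2.50 CPM) and CTD-2314B22.1 (0.283 to 2.75 CPM), which rose by a larger fold. The largest falls after CIT (-1.974) and COX6A1 (-2.04 ± 0.051, adjusted p = 4.03e-23) were those of MAP1B (-1.87 ± 0.046, adjusted p = 3.7e-23), GPX8 (-1.52 ± 0.12), the fatty acid elongase ELOVL6 (-1.52 ± 0.098) and the chromatin protein HMGB2 (-1.41 ± 0.069). E2F1 (-0.54 ± 0.061), E2F2 (-0.67 ± 0.12), SKP2 (-0.26 ± 0.051), KIF14 (-1.14 ± 0.079) and KIF23 (-0.75 ± 0.068) fell and TMPRSS2 rose (0.61 ± 0.053). FKBP5 (-0.07 ± 0.11, adjusted p = 0.672) and CDKN1B (0.02 ± 0.045, adjusted p = 0.795) did not pass the test.

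Of 28 G1/S and DNA replication genes 27 fell and 0 rose (camera adjusted p = 1.76e-29), among them RRM2 (-0.96), BRCA1 (-1.01), a DNA repair gene, and the thymidine kinase TK1 (-0.93). All 26 G2/M and mitotic genes fell (adjusted p = 3.61e-34), such as the checkpoint kinase BUB1B (-0.96) and the topoisomerase TOP2A (-0.89). Both kept these counts over the list alone. Of 24 cytokinesis and midbody genes 16 fell and 3 rose, or 17 and 3 over the list alone (adjusted p = 4.21e-10), with ECT2 (-0.92), KIF20A (-0.86) and PRC1 (-0.73), which act at the central spindle, among those that fell. Of 17 measured genes of the CDK inhibitor and SKP2 list, 8 fell and 1 rose, or 10 and 1 over the list alone (adjusted p = 3.31e-04). CDK2 (-0.56), CCND1 (-0.40), CKS1B (-0.65) and CKS2 (-0.57), which drive the cell cycle, were among those that fell, and CDKN2B (0.65), a CDK inhibitor, was the one that rose. Of 23 p53 target genes 18 rose and 0 fell, also over the list alone (adjusted p = 1.43e-11), among them CDKN1A (0.94 ± 0.039), BTG2 (0.65), an anti-proliferative gene, GDF15 (0.68), a stress cytokine, and ZMAT3 (0.80).

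Of the 32 androgen-induced genes 16 rose and 4 fell in vehicle after CIT siRNA, also over the list alone (camera adjusted p = 1.52e-06; adjusted p = 0.281 with an estimated correlation). KLK2, KLK3 (1.35 ± 0.052) and KLK4 (1.10 ± 0.054) were among those that rose, and STEAP2 (-0.43), TPD52 (-0.30) and CENPN (-0.39) among those that fell. The 10 androgen-repressed genes did not move together (3 rose, 5 fell, adjusted p = 0.752). Of 18 SRF and actin genes 7 rose and 0 fell, also over the list alone (camera adjusted p = 0.0317; adjusted p = 0.402 with an estimated correlation), including the actin cross-linker FLNA (0.32) and ACTB (0.21). Stress response genes fell (8 of 16, 0 rose, also over the list alone; camera adjusted p = 0.00309; adjusted p = 0.0774 with an estimated correlation), such as HSP90B1 (-0.38) and CALR (-0.35). Of 25 lipid synthesis genes 11 fell and 4 rose, also over the list alone (camera adjusted p = 0.0152; adjusted p = 0.334 with an estimated correlation), with FADS1 at -0.58 and INSIG1 at -0.66. Of 13 mitochondrially encoded genes 8 rose and 0 fell, or 9 and 2 over the list alone (camera adjusted p = 0.00309; adjusted p = 0.334 with an estimated correlation), and the share of mitochondrial ribosomal RNA was 1.65 percentage points higher. The summed share of these 13 genes in the counts was lower instead, at 0.988% against 1.02% (exact permutation p = 0.1). Fibroblast markers (2 rose, 0 fell, 0.0596) and the BCL2 family (4 rose, 3 fell, 0.752; median below 0, mean and test above) did not pass. Interferon-stimulated genes (2 rose, 2 fell, 0.721; mean above 0, median and test below) and luminal markers (4 rose, 3 fell, or 4 and 4 over the list alone, 0.752) did not pass. Neuroendocrine markers (0 rose, 1 fell, or 1 and 1 over the list alone, 0.752; mean below 0, median and test above) and basal markers (1 rose, 2 fell, 0.743; mean above 0, median and test below) did not pass. LCP1 did not either (-0.04, edgeR adjusted p = 0.598).

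In R1881, CIT siRNA again lowered replication, mitosis and cytokinesis genes and raised p53 target genes, while KLK3 and TMPRSS2 differed little between the siRNAs. MKI67 fell from 115 ± 4.3 to 54 ± 4.19 CPM (SD, n = 3) and CDKN1A rose from 80.7 ± 1.74 to 158 ± 2.74 CPM. KLK2 stood at 323 ± 27.8 and 484 ± 4.84 CPM (log2 change 0.58 ± 0.045). KLK3 rose by 0.17 ± 0.048 on the log2 scale (edgeR adjusted p = 0.0054), a call that ended without control siRNA R1881 replicate 3 (0.10), and TMPRSS2 (0.06 ± 0.048, adjusted p = 0.326) did not pass the test. FKBP5 rose by 0.64 ± 0.067 (adjusted p = 4.03e-09).

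In R1881 6247 genes changed after CIT siRNA (edgeR), 3176 rising and 3071 falling, with 222 rises and 266 falls of more than 2-fold. ABCB11 (4.78 ± 0.3), ACTA2 (2.02 ± 0.12), CAMK2N1 (1.85 ± 0.054), an inhibitor of calcium/calmodulin-dependent kinase, and PLA2G2A (1.79), a secreted phospholipase, rose most. ABCB11 had 2 to 6 counts per library with control siRNA and R1881, so its fold rests on few counts. After CIT (-2.48 ± 0.082), MAP1B (-1.69 ± 0.049, adjusted p = 2.89e-21), ELOVL6 (-1.60), HMGB2 (-1.56), GPX8 (-1.50) and COX6A1 (-1.47 ± 0.049, adjusted p = 7.96e-20) fell most, with the histone genes HIST1H3A (-1.42) and HIST1H2AB (-1.40), which have near-identical copies. E2F1 (-0.68 ± 0.052), E2F2 (-1.12 ± 0.1), SKP2 (-0.49 ± 0.048), MKI67 (-1.09 ± 0.055), KIF14 (-1.30 ± 0.07) and KIF23 (-1.002 ± 0.061) fell. CDKN1A (0.97 ± 0.04) rose and CDKN1B (0.03 ± 0.047, adjusted p = 0.699) did not pass the test.

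All 28 G1/S genes (camera adjusted p = 6.66e-31) and all 26 G2/M genes (adjusted p = 1.12e-35) fell, also over the list alone, among them TK1 (-1.25), RRM2 (-1.01), the cyclin CCNA2 (-1.22) and BUB1B (-1.10). Of 24 cytokinesis genes 15 fell and 3 rose, also over the list alone (adjusted p = 1.88e-09), with KIF20A (-1.27), ECT2 (-1.19) and ANLN (-1.07) among those that fell. In the CDK inhibitor and SKP2 list 10 of 17 fell and 1 rose, or 11 and 1 over the list alone (adjusted p = 4.27e-05). The drivers CKS2 (-0.86), CKS1B (-0.81) and CDK2 (-0.64) and the inhibitor CDKN2C (-0.82) fell, and the inhibitor CDKN2B (1.05) rose. Of 23 p53 target genes 14 rose and 1, DDB2 (-0.26), fell, or 14 and 2 over the list alone (adjusted p = 1.67e-05), with BTG2 (0.77), ZMAT3 (0.83) and RRM2B (0.58) among those that rose. Of 10 luminal prostate markers 7 rose and 0 fell, or 7 and 1 over the list alone (adjusted p = 9.74e-04), including the keratins KRT8 (0.63) and KRT19 (0.71), the adhesion molecule CDH1 (0.36) and the prostatic acid phosphatase gene ACPP (0.45).

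Of the 32 androgen-induced genes 20 rose and 3 fell in R1881 after CIT siRNA, also over the list alone (camera adjusted p = 2.77e-05; adjusted p = 0.303 with an estimated correlation). EAF2 (1.16) and NDRG1 (0.86) were among those that rose, and CAMKK2 and STEAP2 among those that fell. Of 18 SRF and actin genes 12 rose and 0 fell, also over the list alone (camera adjusted p = 5.61e-05; adjusted p = 0.125 with an estimated correlation), such as ACTN1 (0.48), FLNA (0.42) and VCL (0.27), which link actin to adhesions. Of 4 neuroendocrine markers 2 rose and 0 fell, also over the list alone (camera adjusted p = 0.0115; adjusted p = 0.125 with an estimated correlation), the vesicle protein gene SYT4 (0.66) and the tubulin TUBB3 (1.61). Of 13 mitochondrially encoded genes 9 rose and 1, MT-ND6, fell, also over the list alone (camera adjusted p = 7.05e-04; adjusted p = 0.273 with an estimated correlation), and the share of mitochondrial ribosomal RNA was 4.46 percentage points higher. The summed share of the 13 genes was 1.10% against 1.11% (exact permutation p = 0.6). Androgen-repressed genes (3 rose, 3 fell, or 4 and 5 over the list alone, 0.881), stress response genes (4 rose, 4 fell, or 5 and 4 over the list alone, 0.881) and lipid synthesis genes (6 rose, 6 fell, 0.584) did not pass. Nor did the BCL2 family (6 rose, 6 fell, 0.881; median and mean below 0, test upward). Interferon-stimulated genes (2 rose, 1 fell, 0.881; median above 0, mean and test below) did not pass. Basal markers (2 rose, 1 fell, or 2 and 2 over the list alone, 0.881; median and mean above 0, test downward) and fibroblast markers (1 rose, 1 fell, 0.881; mean above 0, median and test below) did not pass, and LCP1 rose. VIM (1.73) was the fibroblast marker that rose and FN1 (-0.36) the one that fell.

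Between vehicle and R1881, which share no library in the CIT siRNA comparisons, 1601 genes rose and 1748 fell after CIT siRNA in both, against 566 and 530 for independent lists. Opposite directions were seen for 54 and 81 genes, against 547 and 548. Across all genes tested Pearson's r of the log2 fold changes was 0.570 and Spearman's coefficient 0.553. Only 1 siRNA pool was used per target and its sequences are not given in the sources used here, so effects through CIT and effects of the pool on other transcripts, COX6A1 and MAP1B included, were not separated in either comparison.

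**Figure D4:**
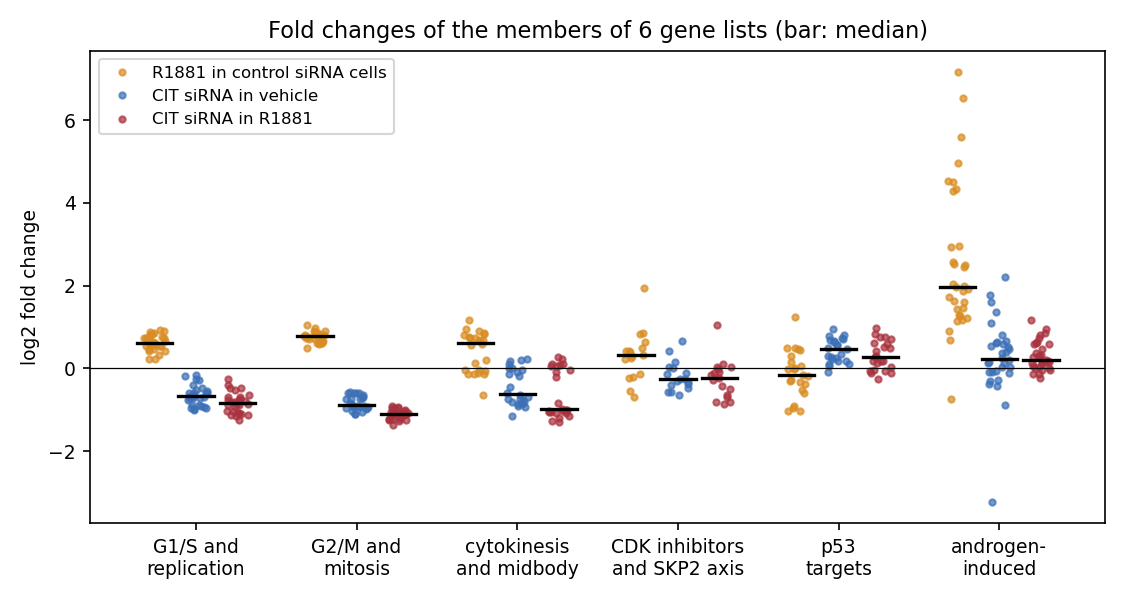
Log2 fold change of each measured member of 6 gene lists for R1881 in control siRNA cells (orange), CIT siRNA in vehicle (blue) and CIT siRNA in R1881 (red); points are genes and bars are medians. The 26 G2/M genes have medians of 0.78, -0.89 and -1.09, and the 23 p53 target genes have medians of -0.16, 0.46 and 0.28.

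Averaged over vehicle and R1881, 7470 genes changed after CIT siRNA (edgeR; 3921 rising, 3549 falling), and averaged over the siRNAs 10181 genes changed with R1881 (5217 rising, 4964 falling). Among genes with a plain symbol and a mean of at least 5 CPM, the largest averaged falls after CIT siRNA were those of CIT (-2.23 ± 0.061), MAP1B (-1.78 ± 0.034) and COX6A1 (-1.75 ± 0.036), and the largest rises those of ABCB11 (3.48 ± 0.15), THBS1 (1.99 ± 0.083) and ACTA2 (1.98 ± 0.12). The ABCB11 value rests in part on 2 to 6 counts per library with control siRNA and R1881. LINC01297 and CTD-2314B22.1, whose symbols did not count as plain, were left out of this ranking. KLK2 (4.78 ± 0.044) and KLK3 (3.74 ± 0.038) rose and UGT2B17 (-4.73 ± 0.065) fell with R1881 on average. Genes that rose with R1881 and fell with CIT siRNA numbered 1889, against 1199 for independent lists, and genes that fell with R1881 and rose with CIT siRNA numbered 1633, against 1261. Rises in both numbered 1181 against 1325 and falls in both 847 against 1141. Across genes the correlation of the averaged effects was weak (Pearson's r = -0.0391, Spearman's coefficient = -0.161).

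Androgen did not act on every gene alike in the 2 siRNA arms. KLK2, KLK3, KLK4 and TMPRSS2, already higher in vehicle after CIT siRNA, rose by a smaller fold with R1881, as did MKI67. With R1881 KLK2 still stood higher after CIT siRNA (478.2 to 486.7 CPM per library) than with control siRNA (292.6 to 346.8 CPM). KLK3 did too (2126 to 2209 against 1765 to 2038 CPM), so the smaller folds of KLK2 and KLK3 go with a raised vehicle level. FKBP5 and the keratin genes KRT8 and KRT18 had a higher R1881 effect. The R1881 effect on the log2 scale, CIT siRNA minus control siRNA, was -1.64 ± 0.094 for KLK2 (SE; edgeR adjusted p = 4.98e-13), -1.19 ± 0.07 for KLK3 (6.21e-13) and -0.91 ± 0.069 for KLK4 (1.71e-10). It was -0.55 ± 0.072 for TMPRSS2 (4.47e-06) and 0.71 ± 0.13 for FKBP5 (4.17e-04). It was -0.52 ± 0.081 for MKI67 (6.51e-05). It did not pass the test for E2F1 (-0.15 ± 0.081, 0.268), E2F2 (-0.45 ± 0.16, 0.0718), CDKN1A (0.02 ± 0.055, 0.847), CDKN1B (0.01 ± 0.066, 0.962), KIF14 (-0.16 ± 0.11, 0.4) or KIF23 (-0.25 ± 0.092, 0.0777). KIF23 did pass without CIT siRNA R1881 replicate 1 (-0.297, edgeR adjusted p = 0.0309). It also passed with GC and length trends removed, chosen after seeing the data (-0.249, adjusted p = 0.0482).

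The effect of R1881 differed between the siRNAs for 1670 genes (edgeR), 919 with a higher and 751 with a lower log2 fold change after CIT siRNA. This split depended on the processing, with 1106 higher and 615 lower under DESeq2 size factors, 1156 and 592 under upper-quartile factors, 790 and 348 in the DESeq2 Wald test and 670 and 997 without a filter. Among genes with a plain symbol and a mean of at least 5 CPM, ABCB11 (2.61 ± 0.38), the adrenergic receptor gene ADRA2A (1.84 ± 0.14), the myosin kinase gene MYLK (1.29 ± 0.14), P3H2 (1.22 ± 0.17) and CAMK2N1 (1.21 ± 0.07) had the largest differences upward. By the same limits KLK2, TRGC1 (-1.41 ± 0.3), KLK3, CHRNA2 (-0.97 ± 0.21) and VWF (-0.95 ± 0.18) had the largest downward. ABCB11, MYLK, P3H2 and CAMK2N1 fell with R1881 in both siRNA arms, so for them upward means a smaller fall. The difference of ABCB11 rests in part on 2 to 6 counts per library with control siRNA and R1881.

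Among the 32 androgen-induced genes the R1881 effect was lower after CIT siRNA for 11 and higher for 5, or 14 and 7 over the list alone (camera adjusted p = 0.0821; adjusted p = 0.776 with an estimated correlation). Its median and mean lay above 0 and its test pointed downward. The 5 were FKBP5, TPD52, STEAP2, NDRG1 and CENPN. Of these STEAP2 fell with R1881 in both siRNA arms, so its higher effect was a smaller fall. Of 26 G2/M genes 13 had a lower effect and 0 a higher, or 17 and 0 over the list alone (camera adjusted p = 5.95e-11; adjusted p = 0.192 with an estimated correlation). PLK1 (-0.55), BIRC5 (-0.38) and KIF2C (-0.50), which act in mitosis, were among the 13. Of 28 G1/S genes 7 had a lower effect and 0 a higher, or 13 and 0 over the list alone (camera adjusted p = 3.75e-06; adjusted p = 0.192 with an estimated correlation). Of 24 cytokinesis genes 9 had a lower and 1 a higher effect, or 12 and 1 over the list alone (camera adjusted p = 0.00134; adjusted p = 0.286 with an estimated correlation), with KIF20A at -0.41. Higher effects were found for 6 of 16 stress response genes, or 8 over the list alone, and lower for 0 (camera adjusted p = 4.22e-04; adjusted p = 0.0892 with an estimated correlation), such as HSPA5 (0.39) and CALR (0.28). Higher effects also held for 5 of 10 luminal markers, with 5 higher and 2 lower over the list alone (camera adjusted p = 8.96e-04; adjusted p = 0.0836 with an estimated correlation), such as KRT8 (0.60), KRT18 (0.36), ACPP (0.68) and FOLH1 (0.42). FOLH1 fell with R1881 in both siRNA arms, so its higher effect was a smaller fall. For 2 of 4 neuroendocrine markers the effect was higher, also over the list alone (camera adjusted p = 0.00142; adjusted p = 0.109 with an estimated correlation), SYT4 (0.56) and TUBB3 (2.18). For 4 of 18 SRF and actin genes it was higher, or 5 with 1 lower over the list alone (camera adjusted p = 0.00775; adjusted p = 0.312 with an estimated correlation). The p53 target genes (1 higher, 4 lower, 0.128), the SKP2 axis (0 higher, 4 lower, 0.0989) and lipid synthesis (4 higher, 1 lower, or 6 and 1 over the list alone, 0.081) did not pass. Nor did androgen-repressed genes (2 higher, 1 lower, 0.513; median below 0, mean and test above) or fibroblast markers (0 higher, 2 lower, or 1 and 2 over the list alone, 0.0791). Basal markers (0 higher, 1 lower, or 1 and 1 over the list alone, 0.8; mean below 0, median and test above) did not pass. The BCL2 family (1 higher, 1 lower, 0.834; mean below 0, median and test above) did not pass. Interferon-stimulated genes (2 higher, 0 lower, 0.8; median and mean below 0, test upward) and mitochondrially encoded genes (1 higher, 0 lower, 0.328) did not pass either, and LCP1 had a higher effect (0.34).

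With an estimated correlation in place of the preset one, camera calls held for androgen-induced, androgen-repressed and lipid synthesis genes with R1881 in both siRNA arms, and for the stress response list with R1881 after CIT siRNA. They held for the G1/S, G2/M, cytokinesis, SKP2 and p53 lists after CIT siRNA in vehicle and in R1881, and for luminal markers after CIT siRNA in R1881. For CIT siRNA averaged over both treatments the G1/S, G2/M, SKP2 and p53 calls held. Those of the cytokinesis (camera adjusted p = 3.37e-09; 0.0512 with an estimated correlation), androgen-induced (1.43e-06; 0.248), SRF and actin (3.76e-04; 0.206), luminal (0.0334; 0.111) and mitochondrially encoded lists (8.71e-04; 0.255) were lost. No list's call on the difference between the siRNAs held.

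Over the 10181 genes called for the averaged R1881 effect, the R1881 response after CIT siRNA was slightly smaller, past the 0.05 threshold of limma's fry test. The median difference was -0.04 on the log2 scale in the direction of the response (quartiles -0.18 and 0.10). Of the 1379 of these genes whose response differed, it was smaller for 888 and larger for 491. The median was -0.04 for the 5217 genes that rose and -0.03 for the 4964 that fell, both past the threshold. It was -0.09 for the 750 that fell over 2-fold, past the threshold, and 0.03 for the 461 that rose over 2-fold, which did not pass. The call over all genes ended without CIT siRNA vehicle replicate 1 (median -0.0301) or 3 (-0.0263), or without CIT siRNA R1881 replicate 1 (-0.0314) or 3 (-0.0267). The difference in the overall size of the response thus rests on single libraries.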

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

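Of the tests in this part, the one for mixed material and the one for a general rise without ligand, and the count of splits after removing the average siRNA effect, were chosen after the result was seen, and so were their bounds (3 genes for mixed material, a median of 0.2 for the rise). Each gene below was picked out because the interaction test of edgeR found that its R1881 effect differed between CIT siRNA and control siRNA cells, as it did for 1670 genes in all. Values are log2 differences, CIT siRNA minus control siRNA. A value above 0 can mean a larger rise or a smaller fall with R1881.

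The differences were -1.64 for KLK2, -1.19 for KLK3, -0.55 for TMPRSS2, -0.97 for CHRNA2, 0.71 for FKBP5, 0.68 for ACPP and 0.60 for KRT8 among androgen-induced and luminal genes. Among genes of the cell cycle and cytokinesis they were -0.51 for CIT, -0.52 for MKI67, -0.55 for PLK1, -0.41 for KIF20A, -0.39 for INCENP, -0.32 for TK1, -0.23 for MCM5, -0.22 for SKP2, -0.31 for RBL1 and -0.30 for CKS2. For p53 targets and cell death genes they were -0.79 for GDF15, -0.37 for AEN, -0.57 for PIDD1 and 0.25 for BAD. For stress response, lipid and actin-related genes they were 0.39 for HSPA5, 0.28 for CALR, 0.30 for IDI1, 0.31 for ITGB1 and 0.29 for TPM1. For markers of other cell types and the interferon response they were 0.56 for SYT4, 2.18 for TUBB3, -0.44 for FN1, -0.97 for COL3A1, -2.09 for KRT14, 0.34 for LCP1, 0.51 for ISG15 and 0.52 for DDX58. The mitochondrial gene MT-ND3 had 0.26. Among genes with a plain symbol and a mean of at least 5 CPM the largest differences included 2.61 for ABCB11 (2 to 6 counts per library with control siRNA and R1881), 1.84 for ADRA2A, 1.29 for MYLK, 1.22 for P3H2, 1.21 for CAMK2N1, -1.41 for TRGC1 and -0.95 for VWF. The androgen-repressed gene DDC had -0.93.

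Leaving out 1 library ended the call for some of these genes, with the value without it in brackets. For MT-ND3 this was control siRNA R1881 replicate 3 (0.23) or CIT siRNA vehicle replicate 1 (0.23). For CIT it was CIT siRNA vehicle replicate 2 (-0.44) or CIT siRNA R1881 replicate 3 (-0.44). For KRT14, with 1 to 3 counts per library in the control siRNA vehicle group, it was control siRNA vehicle replicate 1 (-1.83) or 2 (-1.86). For TK1 it was CIT siRNA vehicle replicate 1 (-0.25), CIT siRNA R1881 replicate 2 (-0.24) or CIT siRNA R1881 replicate 3 (-0.26). For BAD it was control siRNA vehicle replicate 2 (0.23), control siRNA R1881 replicate 1 (0.24), control siRNA R1881 replicate 3 (0.24) or CIT siRNA vehicle replicate 1 (0.23). For CKS2 it was control siRNA vehicle replicate 3 (-0.25), control siRNA R1881 replicate 2 (-0.24), CIT siRNA vehicle replicate 3 (-0.23) or CIT siRNA R1881 replicate 3 (-0.21).

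The calls of the next genes are weaker still. For COL3A1 the call ended without control siRNA vehicle replicate 1 (-0.92) or 2 (-0.90), control siRNA R1881 replicate 1 (-0.93) or 3 (-0.94), CIT siRNA vehicle replicate 1 (-0.85) or CIT siRNA R1881 replicate 1 (-0.71). For DDX58 it ended without control siRNA vehicle replicate 2 (0.48) or 3 (0.50), control siRNA R1881 replicate 1 (0.45) or 3 (0.46), CIT siRNA vehicle replicate 1 (0.52) or CIT siRNA R1881 replicate 1 (0.46). For MCM5 it ended without control siRNA vehicle replicate 1 (-0.19) or 3 (-0.19), control siRNA R1881 replicate 2 (-0.19), CIT siRNA vehicle replicate 3 (-0.17) or CIT siRNA R1881 replicate 1 (-0.17) or 3 (-0.19). For RBL1 it ended without control siRNA vehicle replicate 1 (-0.21) or 2 (-0.32), control siRNA R1881 replicate 2 (-0.27), CIT siRNA vehicle replicate 1 (-0.31) or 2 (-0.24) or CIT siRNA R1881 replicate 2 (-0.26) or 3 (-0.24). For SKP2 it held only without control siRNA R1881 replicate 1 or CIT siRNA vehicle replicate 1. It ended without each of the other 10 libraries, with values from -0.23 without control siRNA vehicle replicate 2 to -0.15 without CIT siRNA R1881 replicate 2. The DESeq2 Wald test also ended the calls of COL3A1 (-0.95), DDX58 (0.54), KRT14 (-2.15), MCM5 (-0.21), RBL1 (-0.29) and SKP2 (-0.20). The SKP2 call also ended with DESeq2 size factors (-0.20), with upper-quartile factors (-0.20) and, chosen after seeing the data, without ribosomal RNA, 7SL and 7SK (-0.20). Upper-quartile factors ended the call of RBL1 (-0.29), no filter that of BAD (0.22) and removal of GC and length trends, chosen after seeing the data, that of MCM5 (-0.15).

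KLK2, KLK3 and KLK4 rose after CIT siRNA without R1881, which lowers their fold with R1881. R1881-treated material mixed into the CIT siRNA vehicle libraries could raise them, and KLK2 would need a share of 5.12%. Of 17 other strongly induced genes, 5 stayed below this percentage of their R1881 level in all 3 CIT siRNA vehicle libraries. This argues against mixed material as the whole cause. Other genes of the 17 would need more than KLK2 by their mean levels. These were CTD-2314B22.1 (8.83%), LINC01297 (8.53%), TRGC1 (7.88%), CHRNA2 (7.38%), SLC15A2 (7.34%) and TRPM8 (5.48%). KLK3 would need 7.20%. For a general rise of androgen-induced genes without ligand, genes induced more than 2-fold in control siRNA cells were used first (median 0.263 over 502 genes), a choice that low control values can raise. Genes induced more than 2-fold on average over the siRNAs, free of this, had a median of 0.171 after CIT siRNA in vehicle (quartiles -0.22 and 0.612). This is under the 0.2 that such a rise called for, but excluding it also called for fewer rises than falls, and 111 rose and 52 fell, so it stays open, as does an effect of the pool on other targets.

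The number of genes called was compared with other splits of the same libraries. For R1881 in control siRNA cells (8944 genes), R1881 in CIT siRNA cells (8440), CIT siRNA in vehicle (5414) and CIT siRNA in R1881 (6247) there were only 10 splits each, which are too few to decide; in each, 1 split, the real one, reached its count and the highest other called 0 genes. For CIT siRNA averaged over treatments 1 of 100 splits, the real one, reached 7470, with 3003 as the highest other. For R1881 averaged over siRNAs 1 of 100 reached 10181, with 4379 as the highest other. For the difference of R1881 effects 7 of 100 splits, the real one included, reached 1670, with 3003 as the highest other, so this count does not exclude an accidental grouping. Splits that moved siRNA labels unevenly between vehicle and R1881 carry the average siRNA effect into the difference. With that average effect removed first, 1 of 100 splits reached the real count, with 50 as the highest other.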

How the results depend on the processing

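Leaving out ribosomal RNA, 7SL and 7SK and removing GC and length trends were tests chosen after the data were seen. A test against a 1.5-fold change (glmTreat) left 1753 genes for R1881 in control siRNA cells, 1389 for R1881 in CIT siRNA cells, 245 for CIT siRNA in vehicle, 481 for CIT siRNA in R1881, 9 for the difference of R1881 effects, 424 for averaged CIT siRNA and 1767 for averaged R1881. This follows from the alternative's own construction, since it asks for a larger change. Under every other alternative these counts stayed within 1.5 times. Leaving out 1 library gave 8284 to 9027, 7639 to 8518, 4457 to 5515, 5294 to 6336, 1215 to 1689, 6907 to 7362 and 9882 to 10103 genes, in the same order. The 1215 genes for the difference of R1881 effects were those called without control siRNA R1881 replicate 3.

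With the replicate number as a block the counts were 8935, 8376, 5343, 6186, 1614, 7427 and 10129. Libraries with the same number were no more alike than others (correlation -0.0532 to 0.101, median -0.0182 over 18 pairs), so the block was not used elsewhere. Removing GC and length trends gave 9092, 8540, 5330, 6452, 2119, 7408 and 10315 genes.

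CIT fell after CIT siRNA under all alternatives, with log2 changes from -2.059 to -1.882 in vehicle and -2.507 to -2.426 in R1881 when 1 library was left out. The difference in the size of the androgen response ranged from -0.0458 to -0.0263 when 1 library was left out, and 4 of these ended its call. The cause was not tested.

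The sign turned in 3 results that passed their test before or after. DST with R1881 in control siRNA cells went to 0.008887 once GC and length trends were removed. For androgen-repressed genes fry found a rise where camera had a fall, after CIT siRNA in R1881 (adjusted p = 0.0104) and averaged (adjusted p = 0.0168). The cause was not tested. Of the other list results 678 kept their side of the threshold, though some that passed neither way turned direction, 37 passed it only under the alternative and 39 no longer passed. Of the named gene results 12570 kept their side of the threshold, though not always their direction where they passed neither way, 2 passed only under the alternative and 184 no longer passed. At the depth of these libraries changes of 1.2-fold were often missed.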

Other observations

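In this part the tests for pseudogene reads, for runs without repeats of 1 base and for CAGTATA as the cause of most falls were chosen after the result was seen, as was the removal of GC and length trends.

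In vehicle COX6A1 and MAP1B fell after CIT siRNA by about as much as CIT itself, and in R1881 they fell by less than CIT did. Pseudogene copies of COX6A1 held counts equal to 0.327% of those of COX6A1, too few to bring about its fall. The next values are log2 changes after CIT siRNA averaged over vehicle and R1881. A shared fall of the complex is argued against by the 10 other nuclear complex IV subunits measured (median 0.0466, quartiles -0.0206 and 0.111). A regional fall is argued against by the same averaged change of the 25 genes within 1 Mb of CIT (median 0.118, quartiles -0.0207 and 0.239, lowest -0.169), although COX6A1 lies only 561 kb from CIT. A CIT siRNA that matches both genes could cause the falls. The longest run shared with CIT transcripts was 20 bases, mostly repeated T, and 14 bases in each gene once runs with more than 80% of 1 base were left out, and without the siRNA sequences this stays open.

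Many genes changed by small folds after CIT siRNA, and removing GC content and gene length trends kept 85.15% of the 7470 averaged calls, which argues against those trends as the whole cause. Seed matches of the siRNA pools in 3' UTRs are consistent with part of the pattern, since genes with the word CAGTATA had a t of 7.41 in size, against 4.85 for the largest permuted word and 4.04 for the leading word of the R1881 effect. Besides the overlapping AGTATAA (t = -6.4), GGGATTA (t = -5.15) and TCCGCGC (t = 5.15), which CIT transcripts lack, also passed the permuted range, so words other than such a seed can do so. In vehicle TACAGGC, AGCTACT, TGGCTAA, CAGCTAC and GTAGAGA (t from -4.86 to -4.74) also passed the largest permuted t of 4.7. The cause was not tested. The seed match CAGTATA is unlikely to be the cause of most falls, as 17.8% of the 3290 genes that fell and have a 3' UTR carry it, against 11.4% of all 12251 and 8.01% of the 3294 that rose. Effects through CIT and effects of the pool on other transcripts remain open for the rest, cell cycle and p53 genes included.

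The word was seen in vehicle (t = -7.7) and in the separate R1881 libraries (t = -6.07), and had t = -0.59 for the R1881 effect. Against the 8483 genes without any site, the 456 genes with the longer site CAGTATAA changed by -0.114 ± 0.0155 on the log2 scale (SE) in vehicle and -0.107 ± 0.0167 in R1881. CAGTATAA occurs in 5 of 19 CIT transcripts, at chromosome 12, 119688232 to 119688239 (GRCh38), in the last exon, which is coding there in 3 of the 5. CAGTATA occurs in 0 of 3 COX6A1 and 0 of 6 MAP1B transcripts.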
